# Genome-wide DNA methylation dynamics in carbon tetrachloride-induced mice liver fibrosis

**DOI:** 10.22038/IJBMS.2022.66256.14555

**Published:** 2023-01

**Authors:** Deming Li, Xiaoshu Guo, Wenyu Zhao, Jingyu Jingyu, Cong Xia, Guoying Yu

**Keywords:** Carbon tetrachloride, DNA, Fibrosis, Liver, Methylation

## Abstract

**Objective(s):**

Many persistent harmful stimuli can result in chronic liver diseases, which lead to about 2 million deaths per year in the whole world. Liver fibrosis was found to exist in all kinds of chronic liver diseases. Many studies suggested that DNA methylation was associated with the pathogenesis of liver fibrosis. This study aimed to quantitatively detect DNA methylation changes in the whole genome in fibrotic liver tissues of mice.

**Materials and Methods:**

Liver fibrosis was induced by intraperitoneal injection of carbon tetrachloride (CCl_4_) for 4 weeks. A genome-wide methylome analysis was performed using 850K BeadChips assays. The methylation status of 27 CpG dinucleotides located in 3 genes was detected by pyrosequencing to confirm chip data accuracy, and mRNA expressions of these 3 genes were examined by RT-qPCR methods.

**Results:**

A total of 130,068 differentially methylated sites (DMS, 58,474 hypermethylated, and 71,594 hypomethylated) between fibrotic liver tissues and control mice liver tissues were identified by the 850k BeadChips array. Consistency between pyrosequencing data and 850k BeadChips array data was observed (R=0.928; *P<*0.01). Apoptosis, positive regulation of transcription of Notch receptor target, and negative regulation of p38MAPK signal cascade activities were significantly enriched in the Gene Ontology (GO) analyses. Cholesterol metabolism, bile secretion, and more biosynthesis and metabolism pathways were enriched in KEGG pathway analyses. Ten key genes were identified by the Cytoscape plugin cytoHubba.

**Conclusion:**

7850 genes were found to have methylation change in fibrotic liver tissues of mice, which facilitates future research for clinical application.

## Introduction

Chronic liver diseases are a major health problem and result in about 2 million deaths per year all over the world (1). Many persistent stimuli can result in chronic liver diseases, such as hepatitis B and C virus, toxicity, dangerous metabolites, trauma, etc*.* (2). All chronic liver diseases were found to have progressive fibrogenesis in the liver. Liver fibrosis is characterized by the formation of a fibrous scar that originates from the accumulation of extracellular matrix (ECM) proteins, mostly collagens Type I, III, VI, V, and fibronectin (3). Fibrous scar has two functions: tissue protection and organ damage (4). It can protect against microbial invasion and help tissue repair (5). In minor or non-repetitive damage the deposition of ECM components only has a transient increase, facilitates the wound healing response, and then the scar can be dissolved by anti-fibrotic mechanisms (6). However, in chronic liver injury, it leads to distortion of the normal architecture of the liver, which inhibits regeneration and compromises the liver’s function. It eventually develops into liver cirrhosis and liver cancer (7).

 Liver fibrogenesis involves a multitude of molecular and cellular mechanisms. Cellular injury triggers oxidative stress and release of a series of inflammatory cytokines and growth factors. Signals of permanent inflammation and growth factors lead to the appearance of hepatic myofibroblast phenotype. Subsequently, the overproduction of extracellular matrix components results in the formation of fibrous scars (8, 9). Transforming Growth Factor Beta (TGF-β), WNT/β-catenin, the inflammasome (NLRP3)-Caspase1, and Platelet-Derived Growth Factor (PDGF) pathways were found to be key signaling pathways to promote fibrosis progression (10-12). Cell fate tracing techniques found that activated hepatic stellate cells are the predominant sources of myofibroblasts (13). Increasing evidence suggested that a small number of myofibroblasts can derive from bone marrow (14), portal fibroblasts (15), epithelial-to-mesenchymal transition (16), endothelial-to-mesenchymal transition (17) and mesothelial-to-mesenchymal transition (18). 

Epigenetics is the study of stable and inheritable alteration of gene expression without alterations in the DNA sequences. Epigenetics encompasses DNA methylation, histone modifications, non-coding RNAs, etc. (19). Many studies suggested that epigenetics is associated with the pathogenesis of fibrosis (20). DNA methylation is the most studied epigenetic modification (21). Increasing evidence has shown that aberrant DNA methylation plays an important role in the onset and progression of fibrosis (22). Hypermethylation of DNA in promoter regions can result in the transcriptional inactivation of genes, and hypomethylation of DNA is linked to increased gene expression. However, when DNA methylation is within the gene body and at CpG-poor sites, elevated expression has been observed (23). Methylation of DNA takes place on the 5th carbon of cytosine in a CpG dinucleotide. DNA methyltransferases (DNMTs) transfer a methyl group from S-adenosyl methionine to this carbon. DNMTs have two main categories: DNMT3A and DNMT3B catalyze de novo DNA methylation; DNMT1 maintains established methylation patterns during DNA replication. Depending on the DNA sequence context their functions overlap. Although DNA methylation is inheritable through generations, it can be erased by the ten-eleven translocation (TET) enzyme family. These enzymes initiate DNA demethylation either directly or through partners as an active process (21).

Fibrosis can occur in nearly all organs and is related to high morbidity. Organ fibrosis is responsible for up to 45% of all-cause mortality in the industrialized world (24). In many fibrotic diseases, there is no effective therapeutic schedule. There is a huge demand for anti-fibrotic treatment in clinics. DNA methylation patterns at specific CpG sites may be used as diagnosis and prognosis biomarkers in fibrotic disease (25). In order to comprehensively understand DNA methylation change and seek effective targets for future application, the 850K BeadChips were used to detect DNA methylation variation on a genome-wide scale in mice fibrotic liver tissues.

## Materials and Methods

***Generation of mice liver fibrosis***

C57BL/6 mice were purchased from Shanghai Laboratory Animals Inc. The mice were raised at the Experimental Animal Center of Henan Normal University. Feeding conditions were temperature (23±2 ^°^C), humidity (35±5%) with 12 hr day/night cycle, and free to get food and drinking water. 10-12 week-old male mice (n=9) were intraperitoneally injected CCl_4 _twice a week at 10 ul/g (CCl_4_/olive oil, 1:4) for 4 weeks to induce hepatic fibrosis. The same-age normal mice (n=9) were used as control. Twenty-four hours after the last injection, mice were anesthetized with 1% pentobarbital sodium (15 ml/kg) by abdominal cavity injection, and blood was released through the inferior vena cava, then liver tissues were harvested. Some of the livers were fixed with formalin and the other sections were preserved in a refrigerator at -80 ^°^C. All experimental procedures complied with animal ethics and the Animal Protection Law of China and were approved by the Academic Committee of Henan Normal University (Approval No.: HNSD-2020-02-05).

***Histological analysis***

Formalin-fixed liver tissue was embedded in paraffin and then cut into 5 cm sections. Hematoxylin and Eosin (H&E) staining and Masson’s trichrome (MT) staining were performed according to the manufacturer’s instructions. Images were captured for histological analysis under a light microscope (Nikon Eclipse TE2000-U, NIKON, Japan). 

***Genomic DNA and total RNA isolation***

Genomic DNA was extracted from the liver tissues using ONE-4-ALL Genomic DNA Mini-Preps Kit (BIO BASIC CANADA INC.) according to the technical manual. Total RNA was isolated using TRIZOL reagent following the specification (Sangon Biotech, China). Extracted DNA and RNA were evaluated by agarose gel electrophoresis at 1% concentration (GENVIEW); then the concentration was quantified using Nanodrop 2000 (Thermo). All samples were stored in the refrigerator at -80 ^°^C for future use.

***DNA methylation detection and data analysis***

500 ng DNA of each sample was used to bisulfite convert using EZ DNA Methylation Kits (Zymo Research, USA), and then converted products were put into the 850K BeadChips in accordance with the manufacturer’s guide and protocol (Illumina).

Raw sequencing data were first demultiplexed by bcl2fastq and then trimmed by fastp 0.19.4 (26) with default parameters in order to filter out bad reads, cut low-quality bases, trim all reads in front and tail, and cut adapters. The qualified reads were then mapped onto the reference genome (UCSC mm9) using the bisulfite sequence aligner Bismark 0.22.1 (27), which internally calls bowtie2 2.3.4.1 (28), and then PCR duplicates were removed by deduplicate_bismark.

The methylKit package (version 1.8.1) was used to identify Differential Methylation Sites (DMS) in R (version 3.5.2) (29). CpG with a minimum coverage ≥ 10 in all samples was considered in the following procedures. R methylKit calculateDiffMeth function was used to calculate differential methylation, in which by default logistic regression test was applied to evaluate the methylation difference between two groups, and then the SLIM method proposed by the methylKit package was used to correct the *P*-values for multiple testing. DMS was determined as methylation difference between groups ≥10% and Qvalue ≤0.05.

The edmr package was used to identify Differential Methylation Regions (DMR) in R, which is an optimized DMR analysis based on bimodal normal distribution model and cost function for regional methylation analysis (30). CpG with a minimum coverage ≥ 10 in all samples were considered, and each potential region at least includes 3 CpG sits and 1 differentially methylated CpG. DMR was determined as methylation difference between group ≥10% and Qvalue ≤0.05.

Enrichment analysis was conducted based on the Perl module using the Fisher test. Figures were plotted based on ggplot2 3.3.2.

***Confirmation of the differentially methylated sites***

 DNA was modified using the same kits mentioned above according to the manufacturer’s protocol. The bisulfite pyrosequencing primers were designed via PyroMark Assay Design Software 2.0 (Qiagen). The sequencing reaction and methylation level analysis were performed by The PyroMark Q96 ID System and software (Qiagen). The primer sequences for PCR and sequencing and reaction conditions were given in supplementary material 1.

***RT-qPCR***

The mRNA transcription of genes was detected by the RT-qPCR method. Briefly, RNA was reversely transcribed and qPCR analyses were immediately performed in the same test tube with one step RT-qPCR kit (Sangon Biotech, China) on an RT-qPCR system (LightCycler^R^480II, Roche, Switzerland). Each experiment has at least three repetitions. The thermal cycling settings were as follows: 50 ^°^C for 5 min, 95 ^°^C for 3 min, then 40 cycles of 95 ^°^C for 10 sec, and 60 ^°^C for 30 sec. Primer sequences were shown in Supplementary Table 1. The gene expressions were analyzed using the 2^−ΔΔCt^ method (31).

***Construction of the PPI network and screening of the key gene***

To demonstrate interactions among differential methylation genes (mean methylation difference between groups≥ 25%), a protein-protein interaction (PPI) network was constructed by the string database (32). Only combined scores≥0.4 between the interacting pairs were selected and displayed. The PPI network was visualized by the Cytoscape plugin cytoHubba adopting the ‘degree’ option. Then the MCC method in cytoHubba was used to identify 10 key genes.

## Results

***CCl***_4_ ***-induced mice liver fibrosis***

To observe whether there is liver fibrosis after CCl_4_ treatment, we detected histopathological change in both groups by H&E and Masson’s trichrome staining. As shown in Figure 1A, there are obvious fibrosis formation and collagen deposition in the treatment group. Next, we examined the changes in hydroxyproline (HYP) content in liver tissues of the treatment group and control group mice. HYP content is higher in the CCl_4_ treatment group than in the control group (Figure 1B). Furthermore, the up-regulation of the classical fibrotic markers α-*Sma*, *Col1a1*, and *Timp1* was observed by RT-qPCR analysis (Figure 1C). These suggest that treatment of CCl_4_ has induced liver fibrosis.

***Global DNA methylation dynamics in the mice fibrotic liver tissues***

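DNA methylation was measured by bisulfite sequencing of liver DNA. The paper names BeadChip arrays as the assay, but its methods describe sequencing reads, and its data statement calls the data Methyl-seq. The deposited values are read counts, so they are treated here as sequencing. Bisulfite changes unmethylated cytosines so that they are read as thymine, while methylated cytosines are still read as cytosine, and the share of reads with a cytosine gives the methylation of a CpG. The data were from 3 fibrotic liver samples and 3 control samples, numbered 21, 22 and 23 in each group. The paper's methods give 9 mice per group, CCl4 at 10 ul/g injected 2 times a week for 4 weeks, and mice of 10 to 12 weeks. The authors trimmed the reads, mapped them onto mm9 with Bismark, removed PCR duplicates and kept CpGs with a coverage of at least 10 in all samples. Their deposited table gives the coverage and the methylated and unmethylated read counts of each CpG in each sample. The 1048575 CpGs analysed here were on chromosomes 1, 2 and 10 to 19, on chromosome 3 up to position 106839453, and on unplaced pieces of chromosomes 1 and 13 (338 CpGs). Chromosomes 4 to 9, X and Y were not analysed here. The reads over these CpGs summed to 51049118, 46805122 and 54372290 in control samples 21, 22 and 23, and to 46901727, 45612549 and 44819164 in CCl4 samples 21, 22 and 23. The median coverage of a CpG was 38, 36 and 41 reads in the control samples and 35, 35 and 34 reads in the CCl4 samples. Each CpG was tested by logistic regression of its methylated and unmethylated counts on the group, with Benjamini-Hochberg adjustment over all CpGs. A DMS had an adjusted p-value of at most 0.05 and a difference of at least 10 percentage points between the pooled reads of the groups. The regression treats reads as independent and does not include the spread between samples of a group.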

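Of the 1048575 CpGs, 75826 (7.23%) were DMS between fibrotic liver tissues and control. Among them 34117 were hypermethylated and 41709 were hypomethylated, so that 55.0% of the DMS were hypomethylated (95% Wilson interval 54.7% to 55.4%, which covers counting error only). The median difference was 18.0 percentage points for hypermethylated DMS and -17.8 percentage points for hypomethylated DMS. With the q-values of the authors' deposited table in place of the adjusted p-values, 82508 CpGs were DMS, 36821 hypermethylated and 45687 hypomethylated. The alternative that moved the count most was a test that includes the spread between samples. No CpG was a DMS with limma on the log2 ratio of methylated to unmethylated reads, where 90110 CpGs (8.59%) had an unadjusted p-value of at most 0.05. In simulated counts with 3 samples against 3 and a change of 30 percentage points, limma called 0% of the changed CpGs. Its count of 0 therefore does not separate CpGs changed by this much from unchanged CpGs. Larger changes were not simulated. Overdispersion correction with a chi-square test, which was chosen after the data were seen and also includes the spread between samples, gave 28183 DMS.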

A total of 130,068 DMS (58,474 hypermethylated and 71,594 hypomethylated) that have a significant difference in methylation level between fibrotic liver tissues and control were identified with qvalue<0.05 and meth.diff>10. They were found to distribute in 25,550 DMR by ChIPseeker software analysis and involve 7850 genes. These DMRs were located in various positions of genes (Figure 2). 

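Neighbouring CpGs at most 100 bp apart were joined into regions, and a DMR had at least 3 CpGs, at least 1 DMS and a mean difference of at least 10 percentage points. The edmr model used by the paper was not run. This gave 11471 DMRs, of which 11468 were on placed chromosomes. Among these, 5202 were hypermethylated and 6266 (54.6%) were hypomethylated. The median DMR had 4 CpGs, 2 DMS and a length of 132 bp. The DMRs held 31996 (42.2%) of the DMS. The transcription start sites (TSS) nearest to the DMRs belonged to 4876 protein-coding genes. A mean difference of at least 25 percentage points was reached by 390 DMRs, nearest to 354 genes. With at least 3 DMS required per region, the number of DMRs was 5030.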

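The DMRs were annotated with the protein-coding transcripts of mm9, giving promoters priority. Distal intergenic DNA held 36.3% of the DMRs, introns after the first 20.7% and first introns 13.9%. Promoters within 1 kb of a TSS held 10.0%, those at 1 to 2 kb 8.18% and those at 2 to 3 kb 4.84%. Exons after the first held 3.73% and 3' UTRs 1.65%. All regions with at least 3 CpGs, whether or not they were DMRs, lay within 1 kb of a TSS in 24.0% of cases and in distal intergenic DNA in 33.2%. Among single CpGs, promoters within 1 kb of a TSS held 36.5% of those tested and 12.4% of the DMS. In these promoters 2.46% of CpGs were DMS, compared with 13.2% in first introns and 9.12% in distal intergenic DNA. Control samples had 13.0% methylated reads in the promoters within 1 kb and 57.2% in first introns.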

As illustrated in Table 1, the DMS occurred in each chromosome. 

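Hypomethylated DMS outnumbered hypermethylated DMS on 12 of the 13 chromosomes analysed. The number of such chromosomes was 9 at an adjusted p-value of at most 0.01, and 5 without CCl4 sample 21, where 49.2% of all DMS were hypomethylated. The largest share of hypomethylated DMS was on chromosome 17, with 3312 of 5567 DMS (59.5%, 95% Wilson interval 58.2% to 60.8%), followed by chromosome 11 with 5464 of 9204 (59.4%). Chromosome 19 had 2191 hypermethylated and 2281 hypomethylated DMS (51.0% hypomethylated, interval 49.5% to 52.5%), which were not distinguishable from equal shares by this interval. Chromosome 18 had 2051 hypermethylated and 1940 hypomethylated DMS (48.6% hypomethylated, interval 47.1% to 50.2%), and its interval also included equal shares. The intervals treat CpGs as independent, and neighbouring CpGs are not. Regions that held a DMS were also counted once each, by the sign of the mean difference over all their CpGs, DMS or not. The order then changed, and the largest shares of hypomethylated regions were on chromosome 11 (62.9%), chromosome 3 (62.3%) and chromosome 17 (61.2%). Counted in this way, chromosome 19 had 55.8% hypomethylated regions, and chromosome 18 had 1082 hypermethylated and 1266 hypomethylated regions (53.9% hypomethylated). Without CCl4 sample 22, 55.2% of the chromosome 18 DMS were hypomethylated, and without CCl4 sample 21 it was 43.0%.

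**Figure D1:**
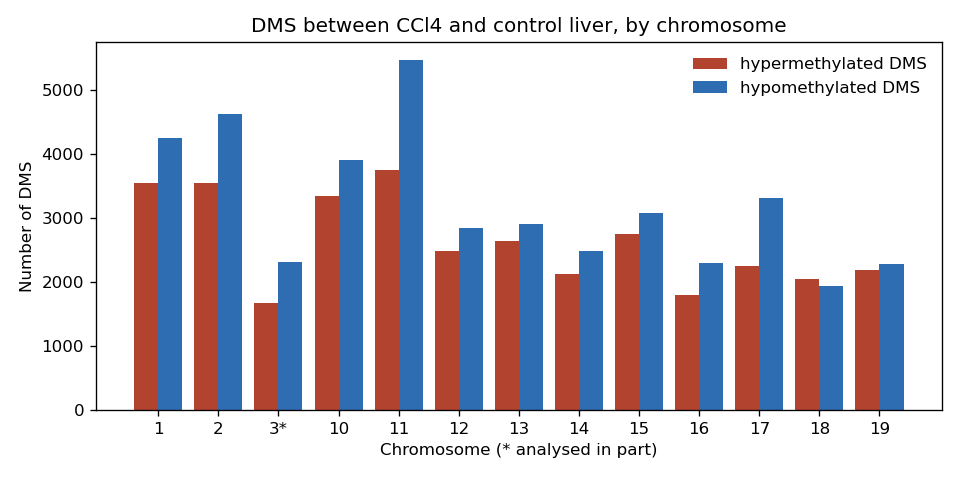
Number of hypermethylated and hypomethylated DMS on each chromosome analysed (chromosome 3 in part). Hypomethylated DMS are more numerous on 12 of the 13 chromosomes, and chromosome 18 has 2051 hypermethylated against 1940 hypomethylated DMS.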

Almost all chromosomes have more hypomethylated DMS than hypermethylated DMS except that chromosome 18 is the opposite. In particular, 28 CpGs with the largest methylation difference between fibrotic liver tissues and control were identified (qvalue<0.05 and meth.diff>55), which were involved in 24 genes (Table 2).

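Of the 28 CpGs of Table 2, 21 were on the chromosomes analysed, 9 hypermethylated and 12 hypomethylated. They were all of the DMS here with a difference above 55 percentage points. At each of the 21 CpGs the 3 CCl4 samples lay on one side of the 3 control samples, which gives an exact two-sided permutation p of 0.1, the smallest that 3 samples against 3 allow. Coverage per sample at these CpGs was between 10 and 68 reads. Adjusted p-values from the logistic regression were between 1.5e-25 and 1.37e-05. The largest difference was near Dusp1, at position 26651750 of chromosome 17 (mm9), which lies between genes, 6286 bp from the TSS of Dusp1. Its methylation was 93.0% ± 2.01 (SD, n = 3) in control and 25.3% ± 1.76 (SD, n = 3) in fibrotic liver tissues. The reference sequence around it is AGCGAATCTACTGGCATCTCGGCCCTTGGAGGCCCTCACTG. The largest gain by the pooled reads (59.0 percentage points) was in Spp2, at position 90318822 of chromosome 1, in intron 7, with 16.4% ± 8.23 (SD, n = 3) in control and 75.0% ± 7.21 (SD, n = 3) in fibrotic liver tissues. By the means of the samples the gain was larger at position 27122509 of chromosome 3, in intron 2 of Nceh1, from 20.7% ± 4.82 (SD, n = 3) to 80.2% ± 17.2 (SD, n = 3). In Lrp5, the CpG at position 3659483 of chromosome 19 lies in the coding sequence of exon 2. It had 38.6% ± 2.47 (SD, n = 3) in control and 96.2% ± 3.67 (SD, n = 3) in fibrotic liver tissues. The widest spread in the CCl4 samples was at position 31344675 of chromosome 17, 143 bp from the TSS of Ubash3a, where CCl4 samples 21, 22 and 23 had 50.0%, 25.0% and 0% methylation. With limma on the log2 ratio the adjusted p-values of the 21 CpGs were between 0.409 and 0.498.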

***Technical verification of differential methylation loci by bisulfite pyrosequencing***

Twenty-seven of CpG sites with a significant difference in the promoter or exon of genes were selected for confirmation by bisulfite pyrosequencing using the same DNA. 11 CpG sites in exon of *Alpk1*, 6 CpG sites in promoter of *Cyp7a1 *and 1 CpG site in promoter of *Eng* were found to have striking difference (Table 3 *P*<0.05 or *P*<0.01). 9 CpG sites in promoter of Eng did not have a significant difference in statistics but they had the same change trend as the chip assays result (Supplementary Table 2). 

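The 10 CpGs in the promoter of Eng that Table 3 lists were all lower in fibrotic liver tissues in the sequencing data, by between -17.6 percentage points at position 32502490 and -49.7 percentage points at position 32502412. Coverage per sample was between 12 and 48 reads. At 9 of the 10 CpGs every CCl4 sample was below every control sample (exact two-sided permutation p = 0.1, the smallest possible). The exception was position 32502416, where CCl4 sample 22 had 73.7% and control sample 22 had 56.3% methylation (exact permutation p = 0.2). At position 32502467 methylation was 70.4% ± 6.35 (SD, n = 3) in control and 39.8% ± 11.2 (SD, n = 3) in fibrotic liver tissues. The logistic regression gave this CpG a difference of -29.6 percentage points with an adjusted p-value of 0.00206. By the same test 8 of the 10 CpGs passed the thresholds. Positions 32502416 and 32502490 had adjusted p-values of 0.0719 and 0.0721. Pyrosequencing values were not analysed here.

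**Figure D2:**
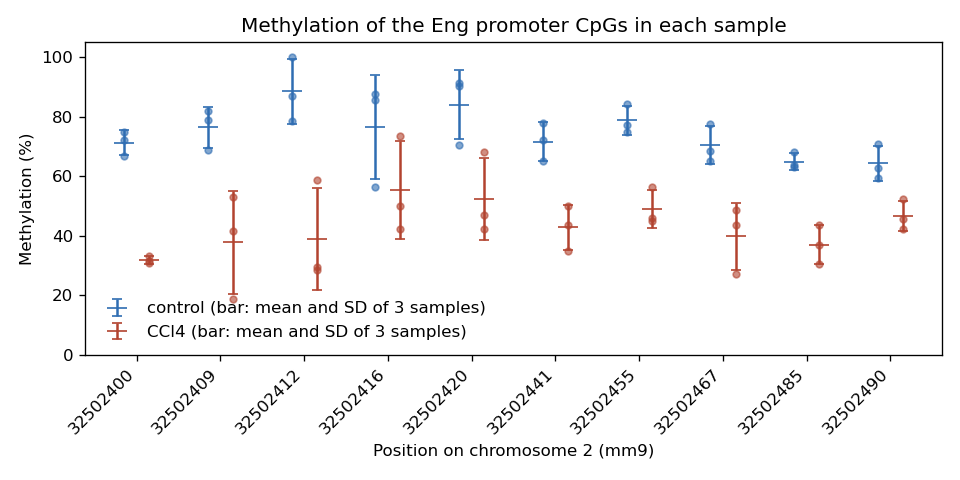
Methylation in percent of each Eng promoter CpG in the 3 control and 3 CCl4 samples (points), with the mean and SD of each group (bars), by position on chromosome 2 of mm9. The groups overlap at position 32502416 and lie apart at the other 9 CpGs.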

Pyrosequencing and DNA methylation change based on chip assays were significantly correlated with each other (Pearson’s correlation coefficient is 0.928 and *P*<0.01), suggesting that the chip data had been confirmed by pyrosequencing. Overall, many DNA methylation changes have been found in the DNA of fibrotic liver compared with the DNA of normal liver.

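The 3 CCl4 samples lay entirely on one side of the 3 control samples at 55693 of the 75826 DMS (73.4%). The DMS were selected for a difference between the same samples, so that a high share follows in part from the selection. Over all CpGs tested, without selection, the samples were separated at 132670 (12.7%), where chance gives at most 10%. Samples tied across the groups do not count as separated, which lowers the share given by chance. The median SD between samples at the DMS was 5.51 percentage points in control and 8.00 percentage points in the CCl4 samples. Single samples were also tested against each other with the same thresholds. A pair of control samples had between 1504 and 2489 DMS, a pair of CCl4 samples between 4098 and 5965, and a control sample against a CCl4 sample between 8807 and 44068. CCl4 sample 23 was above every control sample at 82.5% of the hypermethylated DMS, against 90.9% for CCl4 sample 21 and 95.6% for CCl4 sample 22.

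**Figure D3:**
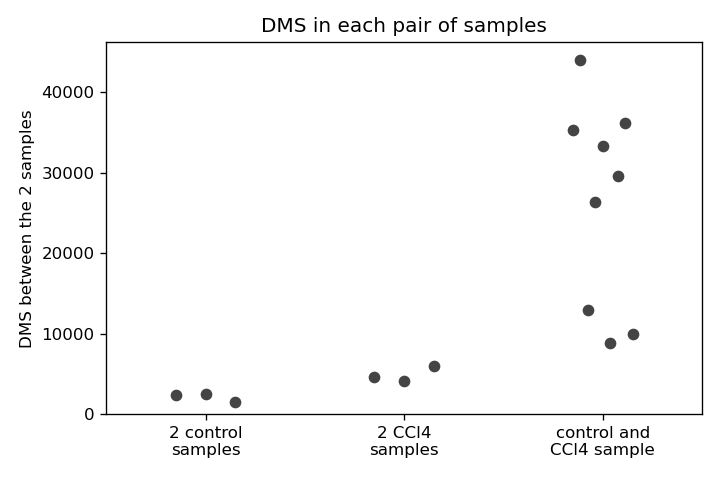
Number of DMS in each pair of samples (points), for the 3 pairs of control samples, the 3 pairs of CCl4 samples and the 9 pairs of a control and a CCl4 sample. All 9 pairs across the groups (8807 or more DMS) lie above the pairs within a group (5965 or fewer).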

***Association of DNA methylation and gene mRNA transcription***

The mRNA changes of three genes confirmed to have methylation changes were detected by the RT-qPCR method. The correlation between the largest methylation difference site and gene expression was evaluated. Methylation change at 32502467 annotated to the promoter of *Eng* was found to have a negative correlation with its mRNA transcript (R= -0.769, *P*=0.016). Methylation change at 127398377 located at exon 4 of *Alpk1* was found to have a positive correlation with its expression (R=0.808, *P*=0.008). Methylation change at 6199856 located at the promoter of *Cyp7a1* does not correlate with its expression.

***Functional analysis of the differentially methylated genes***

To explore possible functional enrichment of the DMR-related genes, GO and KEGG analyses were employed to classify these genes. Figures 3 and 4 present the top 30 of GO enrichment and KEGG enrichment, respectively; they can also be seen in supplementary Tables 3 and 4. The most enriched molecular functions were pantothenate kinase activity and biotin carboxylase activity. Cellular components include Wnt-Frizzled-LRP5/6 complex, perichromatin fibrils, fibrinogen complex components, etc. Regulation of transcription from RNA polymerase II promoter in response to oxidative stress, recognition of apoptotic cell, and positive regulation of transcription of Notch receptor target were enriched in biological process. Moreover, KEGG pathway analysis showed that valine, leucine, isoleucine biosynthesis, thyroid cancer, and taurine and hypotaurine metabolism-related pathways were involved in liver fibrogenesis.

***Construction of PPI network and identification of key genes***

A PPI network was constructed using the string database. The network was further processed with Cytoscape 3.9.0 to visualize the interaction among genes more intuitively (Figure 5A). Then, the cytoHubba plugin in Cytoscape was used to identify the top 10 key genes using the MCC algorithm. 

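Of the genes taken as key genes, Irs1, Ptk2b, Pik3r1, Prkce and Jak2 were on the chromosomes analysed, and Irs2, Pik3r3, Jun, Bcar1 and Lyn were not analysed here. DMS were assigned to the gene with the nearest TSS. Irs1 (chromosome 1) had 9 hypermethylated and 3 hypomethylated DMS among 171 CpGs. Its largest difference was at position 82284166, with 32.0% ± 1.75 (SD, n = 3) in control and 71.1% ± 10.3 (SD, n = 3) in fibrotic liver tissues. Pik3r1 (chromosome 13) had 44 hypermethylated and 7 hypomethylated DMS among 376 CpGs. At position 102522363 its methylation rose from 27.0% ± 4.71 (SD, n = 3) to 74.5% ± 5.78 (SD, n = 3). Ptk2b (chromosome 14) had 10 hypermethylated and 21 hypomethylated DMS, but 7 and 2 at a difference of at least 25 percentage points. Its CpG at position 66806333, in the coding sequence of exon 5, rose from 25.8% ± 12.0 (SD, n = 3) to 83.4% ± 11.6 (SD, n = 3). Prkce (chromosome 17) had 9 hypermethylated and 23 hypomethylated DMS, and Jak2 (chromosome 19) had 1 and 21. The largest difference near Jak2 was at position 29316220, upstream of the annotated gene (29326318 to 29387570), where methylation was 91.7% ± 8.64 (SD, n = 3) in control and 51.7% ± 4.87 (SD, n = 3) in fibrotic liver tissues. Irs1, Ptk2b, Pik3r1 and Prkce were each the nearest gene of 1 DMR with a mean difference of at least 25 percentage points, and Jak2 of none.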

The 10 key genes were *Irs1*, *Irs2*, *Pik3r3*, *Ptk2b*, *Pik3r1*, *Jun*, *Bcar1*, *Lyn*, *Prkce* and *Jak2* (Figure 5B).

**Figure 1:**
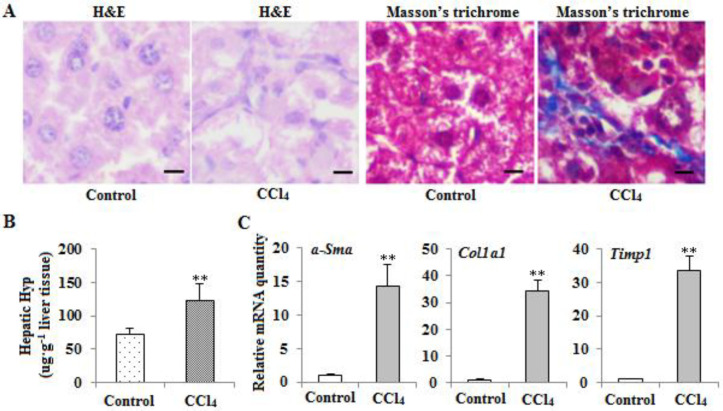
Confirmation of mice liver fibrosis induced by CCl_4_. (A) H&E and MT staining of liver sections (Scale bar, 50 μm; original magnification x200). (B) Content of hepatic HYP in both types of mice (**P<0.01, n=9). (C) The mRNA transcription of the fibrotic marker genes in liver tissues of both types of mice. The mRNA expression of a-Sma, Col1a1, and Timp1 was detected by RT-qPCR methods, and β-actin mRNA was used to normalize gene expression (**P<0.01, n=9)

**Figure 2:**
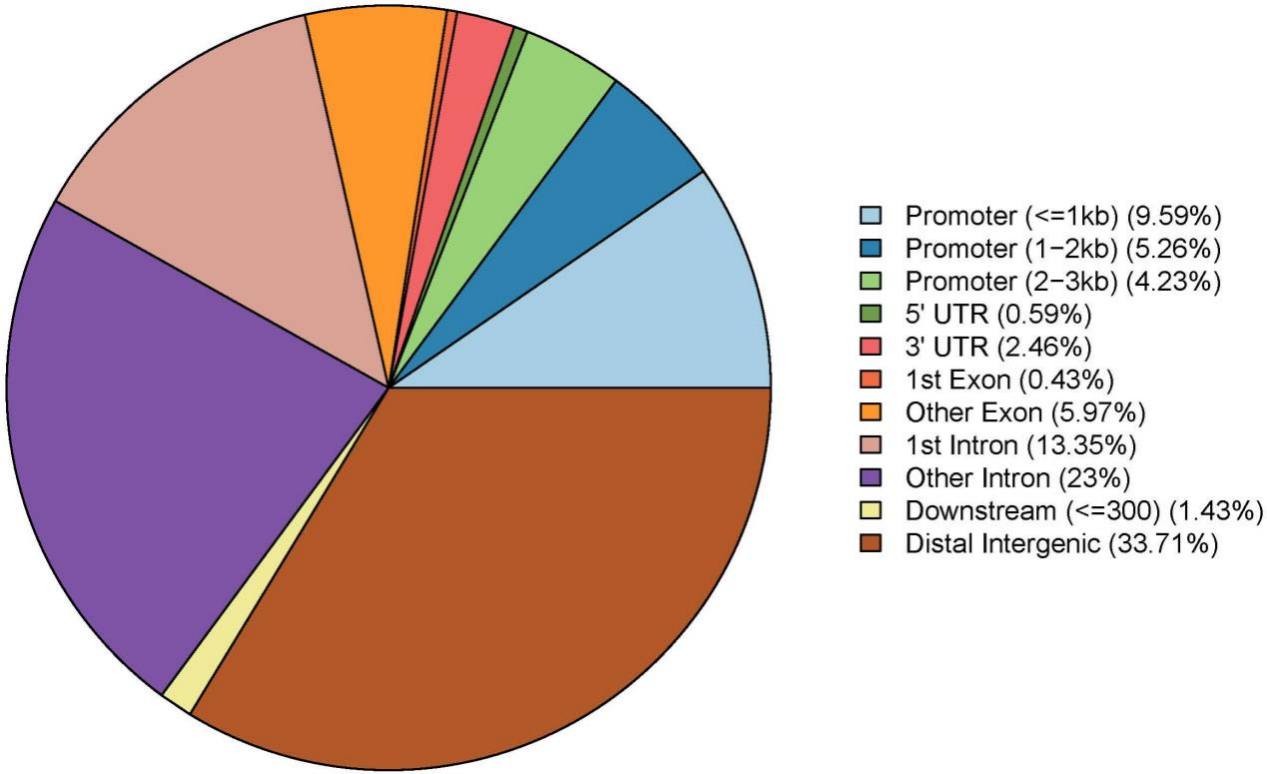
DMRs were located in different genomic regions

**Table 1:** Differentially methylated sites (DMS) detected between fibrotic liver tissues and control

**Chr**	** HyperM DMS**	** HypoM DMS**	** Total DMS per Chr**	** % Whole genome** ^a^	**% HyperM DMS per Chr** ^b^	**% HypoM DMS per Chr** ^c^
**1**	3810	4677	8487	6.53%	44.89%	55.11%
**2**	3841	5114	8955	6.88%	42.89%	57.11%
**3**	2842	3642	6484	4.99%	43.83%	56.17%
**4**	3946	4529	8475	6.52%	46.56%	53.44%
**5**	3961	4878	8839	6.80%	44.81%	55.19%
**6**	3278	3594	6872	5.28%	47.70%	52.30%
**7**	2760	3827	6587	5.06%	41.90%	58.10%
**8**	3328	3592	6920	5.32%	48.09%	51.91%
**9**	2976	3576	6552	5.04%	45.42%	54.58%
**10**	3598	4228	7826	6.02%	45.97%	54.03%
**11**	4079	5995	10074	7.75%	40.49%	59.51%
**12**	2670	3129	5799	4.46%	46.04%	53.96%
**13**	2822	3177	5999	4.61%	47.04%	52.96%
**14**	2264	2720	4984	3.83%	45.43%	54.57%
**15**	2946	3390	6336	4.87%	46.50%	53.50%
**16**	1938	2525	4463	3.43%	43.42%	56.58%
**17**	2455	3618	6073	4.67%	40.42%	59.58%
**18**	2203	2102	4305	3.31%	51.17%	48.83%
**19**	2376	2492	4868	3.74%	48.81%	51.19%
**x**	369	771	1140	0.88%	32.37%	67.63%
**y**	4	7	11	0.01%	36.36%	63.64%
**ChrUn**	8	11	19	0.01%	42.11%	57.89%

^a^ Percentage of DMS per chromosome among the total DMS in genome-wide

^b^ Percentage of hypermethylated DMS relative to the total DMS per chromosome

^c ^Percentage of hypomethylated DMS relative to the total DMS per chromosome

HyperM: hypermethylated; HypoM: hypomethylated

**Table 2:** Top 28 differentially methylated sites (DMS) between fibrotic liver tissues and control (methylation differation>55)

**Hypermethylated No.**	**Position**	**UCSC_REFGENE_NAME**	**meth.diff**		** Hypomethylated No.**	**Position**	**UCSC_REFGENE_NAME**	**meth.diff **
1	90318822	***Spp2***	58.97		1	67710772	***Usp43***	-56.50
2	86440714	***Vmp1***	56.85		2	89217636	***Klhdc7b***	-65.45
3	115477416	***Mif4gd***	55.87		3	26651750	***Dusp1***	-67.65
4	66806333	***Ptk2b***	55.34		4	26651733	***Dusp1***	-66.08
5	34032027	***Kalrn***	57.60		5	12232473	***Agpat4***	-59.72
6	34032023	***Kalrn***	56.95		6	31344675	***Ubash3a***	-56.18
7	3659483	***Lrp5***	57.39		7	71096432	***Dlgap1***	-55.70
8	33086126	***Angptl2***	55.62		8	165230995	***Ocstamp***	-65.89
9	127398377	***Alpk1***	61.53		9	50999435	***Noct***	-59.52
10	27122509	***Nceh1***	58.70		10	95116629	***Cers2***	-58.51
11	11150267	***Ints8***	59.19		11	95116585	***Cers2***	-58.42
12	134406741	***Maco1***	56.10		12	95116618	***Cers2***	-55.23
13	71443598	***Mtmr10***	56.66		13	73263381	***Chsy1***	-56.67
14	63486769	***Nek1***	55.04		14	48515661	***Nnmt***	-58.53

**Table 3:** Pyrosequencing analysis was used to confirm DNA methylation levels detected on 850k BeadChip assays

**Chromosome**	**Position**	**Gene symbol**	**Gene region**	**p_value**
chr2	32502400	***Eng***	Promoter	0.1060
chr2	32502409	***Eng***	Promoter	0.4528
chr2	32502412	***Eng***	Promoter	0.9739
chr2	32502416	***Eng***	Promoter	0.0982
chr2	32502420	***Eng***	Promoter	0.6157
chr2	32502441	***Eng***	Promoter	0.0632
chr2	32502455	***Eng***	Promoter	0.0634
chr2	32502467	***Eng***	Promoter	0.0371
chr2	32502485	***Eng***	Promoter	0.2719
chr2	32502490	***Eng***	Promoter	0.1623
chr3	127398307	***Alpk1***	The 4th Exon	0.0001
chr3	127398327	***Alpk1***	The 4th Exon	0.0007
chr3	127398334	***Alpk1***	The 4th Exon	0.0001
chr3	127398349	***Alpk1***	The 4th Exon	0.0000
chr3	127398351	***Alpk1***	The 4th Exon	0.0025
chr3	127398361	***Alpk1***	The 4th Exon	0.0003
chr3	127398377	***Alpk1***	The 4th Exon	0.0000
chr3	127398380	***Alpk1***	The 4th Exon	0.0002
chr3	127398387	***Alpk1***	The 4th Exon	0.0021
chr3	127398393	***Alpk1***	The 4th Exon	0.0000
chr3	127398397	***Alpk1***	The 4th Exon	0.0087
chr4	6199802	***Cyp7a1***	Promoter	0.0059
chr4	6199813	***Cyp7a1***	Promoter	0.0014
chr4	6199830	***Cyp7a1***	Promoter	0.0005
chr4	6199856	***Cyp7a1***	Promoter	0.0001
chr4	6199870	***Cyp7a1***	Promoter	0.0022
chr4	6199892	***Cyp7a1***	Promoter	0.0071

**Figure 3:**
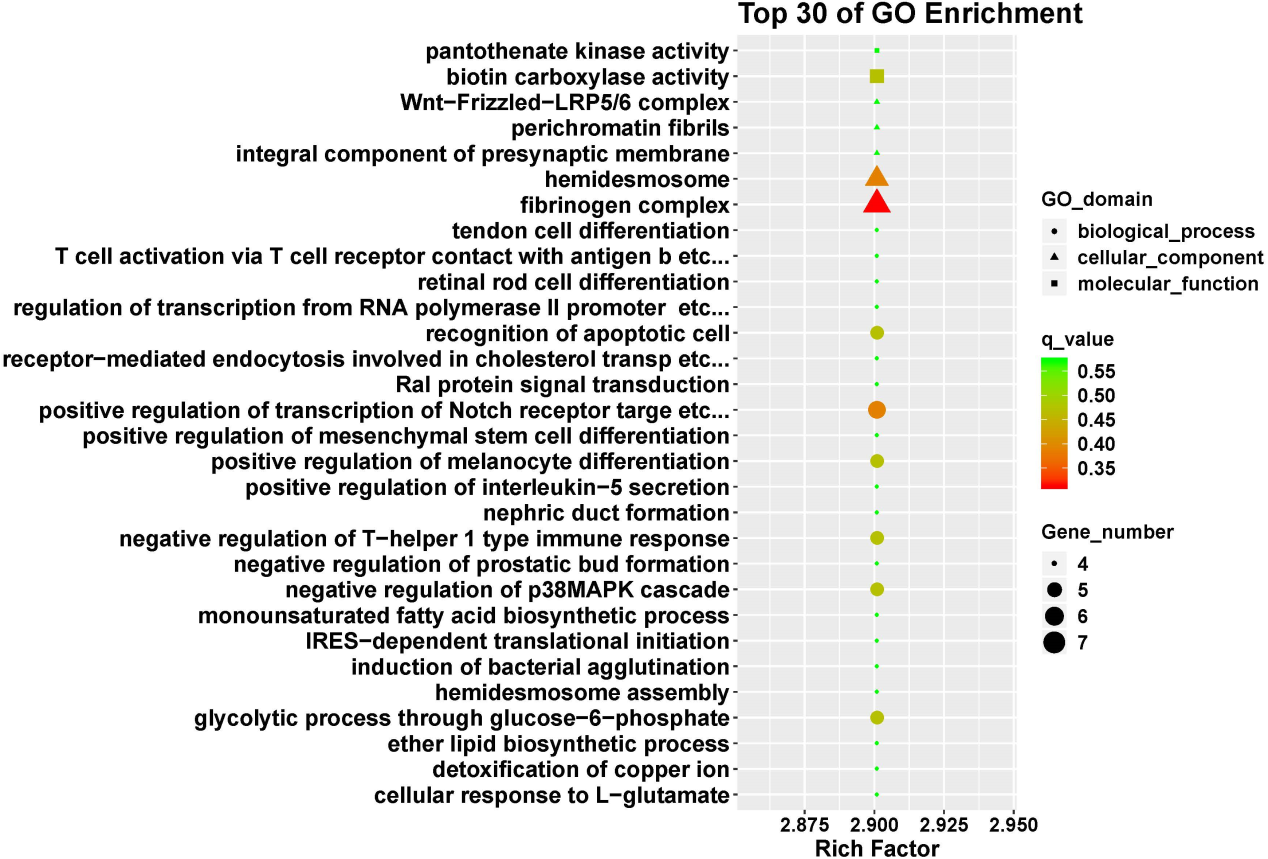
Top 30 significant GO terms in GO enrichment analysis of differentially methylated genes

**Figure 4:**
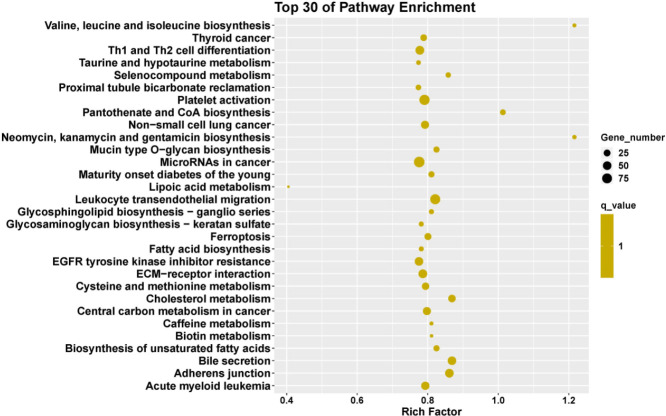
The top 30 pathway terms in the KEGG pathway enrichment analysis of differentially methylated genes

**Figure 5:**
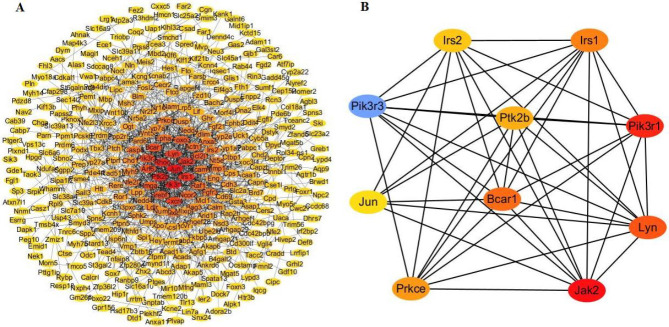
PPI network of differentially methylated genes. (A) PPI network of 384 genes. (B) Top 10 key differential methylation genes of the PPI network were identified by cytoHubba plugin. The node color changes according to the scores of the MCC algorithm

## Discussion

DNA methylation is an important means to regulate gene transcription and development. Aberrant DNA methylation can lead to inappropriate gene expression and implicate in a variety of human disease processes including fibrosis and cancer (33). DNA methylation changes have been reported to be associated with the progression of liver fibrosis (22). 

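The mean methylation over all CpGs tested was 37.8%, 37.8% and 38.0% in control samples 21, 22 and 23, and 36.5%, 37.9% and 37.3% in CCl4 samples 21, 22 and 23. The group means were 37.9% ± 0.130 (SD, n = 3) in control and 37.2% ± 0.697 (SD, n = 3) in fibrotic liver tissues. The difference of -0.644 percentage points was within the spread of the CCl4 samples (exact two-sided permutation p = 0.3, where 0.1 is the smallest possible). CCl4 sample 22 lay inside the control range. Without CCl4 sample 22 the difference was -0.977 percentage points (exact permutation p = 0.1, the smallest possible). The other fits that left out a sample gave an exact permutation p of 0.3 or 0.4. As a share of all reads, methylated reads were 39.2% ± 0.0730 (SD, n = 3) in control and 38.8% ± 1.44 (SD, n = 3) in fibrotic liver tissues (exact permutation p = 0.7), and the highest of all samples was CCl4 sample 22 with 40.3%.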

Table 1 demonstrated that the DNA methylation declined as a whole; there are more hypomethylated DNA than hypermethylated DNA in mice fibrotic liver tissues. DNA hypomethylation was thought to lead to genomic instability (34). Our result is consistent with global DNA methylation change in early-stage liver fibrosis (35). Although both hypomethylation and hypermethylation occurred in the DNA of mice fibrotic liver tissues, previous reports indicate inhibition of DNA methylation can attenuate the progression of renal (36) and liver fibrosis (37), and hepatic fibrogenesis is related to hypermethylation of DNA (38). Perhaps hypermethylation plays a more important role in the development of liver fibrosis.

We confirmed 18 CpG dinucleotides distributed in 3 genes (*Eng, Alpk1*, and *Cyp7a1*) by pyrosequencing. Site 32502467 was located at the promoter of *Eng* (Endoglin). 

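Eng (ENSMUSG00000026814) is on the plus strand of chromosome 2 of mm9, and its longest protein-coding transcript runs from 32502115 to 32538189. Position 32502467 is in the 5' UTR within exon 1 of that transcript, and 11 bp from the nearest annotated TSS of the gene. The cytosine measured is on the minus strand. The reference sequence of the plus strand around it is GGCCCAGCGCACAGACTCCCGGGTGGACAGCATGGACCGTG. In control samples 21, 22 and 23 this CpG had 68.6%, 65.2% and 77.5% methylation, and in CCl4 samples 21, 22 and 23 it had 43.5%, 48.8% and 27.3%.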

Its methylation decreased in liver fibrosis, which has a negative correlation with *Eng* mRNA transcript. It agrees that hypermethylation of DNA in promoters can lead to the silence of genes (23). ENDOGLIN is a transmembrane protein, which acts as an ancillary receptor for several members of the TGF-β superfamily and BMP superfamily of cytokines. ENDOGLIN functions by modulating TGF-β and BMP signaling, two pathways that are proven to have an important effect on inflammation, tissue repair, and fibrogenesis (39, 40). A lot of evidence shows that ENDOGLIN is related to angiogenesis. ENDOGLIN expression was observed to be increased in the endothelium in the active angiogenesis process (41). A vascular malformations disease, hereditary hemorrhagic telangiectasia type-1 (HHT-1) is related to deficiency in *Endoglin* expression. The lack of *Endoglin* results in impaired neoangiogenesis and vascular malformations because of the alterations of endothelial cell physiology (39). Site 127398377 was located at exon 4 of *Alpk1*. Its methylation increased in liver fibrosis, which has a positive correlation with *Alpk1* mRNA expression. It is consistent with a previous report that DNA methylation within the gene body was related to elevated expression (23). ALPK1 is a ɑ-protein kinase, which is a member of a family of atypical protein kinases (42). It was found to be a susceptibility marker gene to gout, chronic kidney disease, myocardial infarction, and type 2 diabetes mellitus. It can also regulate inflammation (43). A recurrent heterozygous variant in *Alpk1* can cause autosomal dominant retinal dystrophy syndrome (44). *Alpk1*-mutant was associated with motor coordination deficits (45). Site 6199856 was annotated to the promoter of *Cyp7a1*. Its methylation increased in liver fibrosis, which has no association with *Cyp7a1* transcription. The expression of a gene was influenced by multiple mechanisms such as DNA mutations, miRNA, and lincRNA; perhaps other pathways have more important effects on the expression of *Cyp7a1*. CYP7A1 is a liver-specific enzyme that catalyzes the rate-limiting step in the bile acid biosynthetic pathway. Deficiency of *Cyp7a1* results in a strikingly decreased output of BAs, and it was related to hypercholesterolemia and premature atherosclerosis (46). Overexpression of *Cyp7a1* in transgenic mice liver reduced cholesterol content in the liver and plasma and prevents atherosclerosis (47); transgenic mice were resistant to high-fat diet-induced fatty liver, obesity, and insulin resistance, and kept triglyceride, cholesterol, and bile acid homeostasis (48). 

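Among genes that other studies of liver fibrosis report as changed in methylation, Ptch1, Socs1, Camk4, Gpx4 and Hoxd3 were on the chromosomes analysed, and Spp1, Fgfr3 and Prkcb were not analysed here. Ptch1 (chromosome 13) had 9 hypermethylated and 3 hypomethylated DMS. Its largest difference was a loss, from 89.0% ± 11.8 (SD, n = 3) in control to 43.6% ± 5.53 (SD, n = 3) in fibrotic liver tissues at position 63630386, and at a difference of at least 25 percentage points it had 0 hypermethylated and 1 hypomethylated DMS. Socs1 (chromosome 16) had 6 hypomethylated DMS and no hypermethylated DMS. Camk4 (chromosome 18) had 1 hypermethylated and 8 hypomethylated DMS, Gpx4 (chromosome 10) 1 and 1, and Hoxd3 (chromosome 2) 16 and 4. At position 74590586 near Hoxd3, methylation was 17.1% ± 6.22 (SD, n = 3) in control and 48.7% ± 13.8 (SD, n = 3) in fibrotic liver tissues. The largest differences near Socs1, Camk4, Gpx4 and Hoxd3 each fell short of the threshold in at least 1 of the fits that left out a sample.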

Meanwhile, we found many genes detected with methylation changes in 850K BeadChips were confirmed by other experiments. Yang and colleague reported that DNA hypermethylation of *Ptch1* was involved in decreased *Ptch1* expression during rats’ hepatic fibrosis (49). Yoshida and colleagues demonstrated the severity of liver fibrosis has strong relevance with *SOCS1* gene methylation in 200 patients with chronic liver disease (50). The *Spp1* enhancer was found to be hypo-methylated and its expression increased in early-stage liver fibrosis (35). *Fgfr3*, *Camk4*, *Gpx4*, *Hoxd3*, and *Prkcb* were verified to be hyper-methylated in hepatic fibrosis of mice induced by CCl_4_ for 8 weeks (51). In addition, some genes were also found to have methylation changes in liver cancer. Among them 419 genes were found in the TCGA database (52); 34 genes were thought to be oncogenes in the ONGene database (53) (supplementary material 2). Perhaps they are a kind of precancerous change and are useful for predicting future risk. 

The top 10 key genes found by the cytoHubba plugin all have methylation changes in liver cancer samples in the TCGA database. Among them 6 genes (*Irs2*, *Ptk2b*, *Pik3r1*, *Jun*, *Prkce*, and *Jak2*) were thought to be oncogenes in the ONGene database; there is 190 cancer-related literature references for *Jun* and 15 for *Jak2*. *SEPT9* methylated DNA test has been approved by FDA for colorectal cancer screening (54). Perhaps *Jun* and *Jak2* changed methylations are potential biomarkers for predicting liver cancer. Among these 10 key genes *Pik3r3*, *Pik3r1,* and *Jun *participated in TGF-β signaling, *Jun* participated in BMP signaling, *Jun* and *Prkce* participated in WNTS signaling, *Pik3r3*, *Pik3r1*, *Jun*, and *Jak2* participated in PDGF signaling. Perhaps they play the most important role in liver fibrogenesis.

To investigate the function of differential methylation genes in liver fibrosis, GO enrichment analysis was carried out. The result indicated that the biological processes were closely associated with detoxification of copper ion, recognition of apoptotic cells, positive regulation of transcription of Notch receptor target, and negative regulation of p38MAPK cascade activities. Detoxification was an important function of the liver (55). Apoptosis (56), Notch (57), and p38MAPK (58) pathways are important profibrotic signal pathways. Fibrinogen complex as a cellular component probably contributes to fibrosis formation. Meanwhile, KEGG analysis showed that enrichment of differential methylation genes mainly focuses on ECM-receptor interaction, cholesterol metabolism, and bile secretion pathways. There are more biosynthesis and metabolism pathways. DNA methylation may, by affecting cholesterol metabolism and bile secretion, influence liver function. ECM-receptor interaction may be related to fibrotic scar formation.

## Conclusion

This study provides new evidence that DNA methylation is involved in the progression of liver fibrosis. The number of hypomethylation is larger than that of hypermethylation, but hypermethylation probably plays a more important role in liver fibrogenesis. Methylation change of many genes in liver fibrosis has also been found in liver cancer; some of them may be useful for predicting carcinogenesis risk. It facilitates future research to find more accurate targets for clinical diagnosis and treatment of liver fibrosis.

## Authors’ Contributions

DML conceived, designed, and conducted the experiments. XSG, WYZ, JYC, and CX conducted the experiments. DML and XSG analyzed data and wrote the manuscript. GYY administrated and supervised the project, and reviewed and edited the manuscript. All authors read and approved the final version of the manuscript.

## Data availability

Methyl-seq data reported in this paper are available in the Gene Expression Omnibus database (GEO, https://www.ncbi.nlm.nih.gov/geo/, Accession number: GSE 193182).

## Conflicts of Interest

The authors declare that they have no conflicts of interest.

How the deposited data were processed for this re-analysis (not part of the article)

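DNA methylation was measured in liver from mice treated with CCl4 for 4 weeks (3 samples) and from control mice (3 samples). Groups and sample numbers (21, 22 and 23 in each group) were taken from the sample labels and the paper's methods. The paper gives 9 mice per group, and its text does not say whether a sample is 1 mouse or a pool.

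The authors trimmed reads with fastp, mapped them onto mm9 with Bismark, removed PCR duplicates, and kept CpGs with a coverage of at least 10 in all samples. The deposited read counts (coverage, methylated and unmethylated reads per CpG and sample) are not normalized. The authors also deposited a p-value and a q-value per CpG from methylKit's logistic regression with SLIM correction, and a methylation difference in percentage points from pooled reads. The methylated and unmethylated counts summed to the coverage in every row, and no coverage was below 10. Of the CpGs on placed chromosomes, 99.9% were CpG cytosines on their strand in the reference sequence of the same build. The minus strand held 96.1% of the CpGs.

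The CpGs analysed were on chromosomes 1, 2 and 10 to 19, part of chromosome 3 and 2 unplaced pieces. Results for chromosomes 4 to 9, X and Y, pyrosequencing, RT-qPCR, histology, functional enrichment and the protein network were not analysed here. Median coverage was 34 to 41 reads per CpG. Read counting error is therefore several percentage points for a single CpG in a single sample, and intervals on shares of CpGs cover counting error only.

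Each CpG was tested with a likelihood ratio test of the group in a logistic regression of its counts, without overdispersion correction, as in the paper's methods, and Benjamini-Hochberg adjustment over the CpGs analysed. The p-values differed from the deposited p-values by at most 3.01e-07. SLIM was not run, and q-values are those deposited. A DMS had an adjusted p-value of at most 0.05 and a pooled difference of at least 10 percentage points. DMRs were formed by joining CpGs at most 100 bp apart. Genes and features came from the protein-coding transcripts of the mouse annotation of the same build, with promoters of 3000 bp. Values of single CpGs were compared by exact two-sided permutation tests of the sample percentages, which cannot go below 0.1 with 3 samples against 3.

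The named CpGs were those of Tables 2 and 3 on the chromosomes analysed, the 5 hypermethylated and 5 hypomethylated DMS with the largest difference among those with separated samples (all 10 were in Table 2), and the key genes and genes of the discussion. This rule, the designs and the alternatives were set before the data were examined, apart from 4 alternatives named as added. Alternatives were deposited q-values, stricter thresholds, overdispersion correction with an F test, limma's moderated test on the log2 ratio with a pseudocount of 0.5, means of sample percentages, coverage limits, a replicate block, each sample left out in turn, and other gaps for regions. Limma's test was computed with its published formulas in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

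The tests were checked on simulated counts with the coverage of the 1048575 CpGs. With counting error only, the logistic regression called 53.5% of 200 CpGs changed by 30 percentage points, and 1 unchanged CpG. With the spread between samples estimated from the data (a correlation of 0.0181 between reads of a sample), it called 78.5% of the 200 and 7777 unchanged CpGs, and the overdispersion correction with an F test and limma called none of the 200. Overdispersion correction with a chi-square test called 41.0% of the 200 and 787 unchanged CpGs. With 75826 changed CpGs and the same spread, the chi-square test called 68.3% of them, and 10.6% of its calls were unchanged CpGs. The logistic regression then called 88.1%, and 21.0% of its calls were unchanged CpGs. These CpGs were also changed by 30 percentage points, a larger size than the median differences of the DMS (18.0 and -17.8 percentage points). Their number was set to the count of DMS, as if every DMS were a true change. The shares of unchanged CpGs therefore apply to the simulation and not to the DMS called here.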

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

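The tests of a single-CpG variant and the choice of these regions were made after the values were seen. The 5 regions with the largest mean difference and at least 5 DMS, outside the genes the paper names and with separated samples, had signal in CpGs that the paper does not discuss, above the level in the control samples. All 5 gained methylation in fibrotic liver tissues. They were taken from 1669 regions outside those genes with at least 5 DMS.

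In an intron of Csad (chromosome 15, 102010607 to 102010670, 5 CpGs) the mean difference of the CpGs was 42.9 percentage points. Methylation of the pooled reads of the region was 39.7% ± 12.3 (SD, n = 3) in control and 84.1% ± 4.30 (SD, n = 3) in fibrotic liver tissues. In the first intron of Fam102a (chromosome 2, 32394981 to 32395058, 5 CpGs) the mean difference was 39.4 percentage points, with 37.7% ± 8.36 (SD, n = 3) of the pooled reads methylated in control and 74.8% ± 2.97 (SD, n = 3) in fibrotic liver tissues. In Esrrg (chromosome 1, 189720891 to 189721113, 6 CpGs) the mean difference of the CpGs was 37.2 percentage points. The pooled reads of this region showed a smaller change, from 22.2% ± 3.07 (SD, n = 3) in control to 47.2% ± 9.92 (SD, n = 3) in fibrotic liver tissues. In an exon of Iqcg with Lrch3 as the gene of the nearest TSS (chromosome 16, 33019595 to 33019739, 8 CpGs) the mean difference was 36.7, and the pooled reads went from 16.5% ± 9.79 (SD, n = 3) to 51.8% ± 9.53 (SD, n = 3). Near Gm6843 (chromosome 10, 95114983 to 95115125, 5 CpGs) it was 35.7, and the pooled reads went from 23.4% ± 2.31 (SD, n = 3) to 57.8% ± 14.4 (SD, n = 3). Csad encodes an enzyme of taurine synthesis.

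The lowest share of a region's CpGs that changed the same way by at least 10 percentage points was 83.3%. The regions were chosen for at least 5 DMS and had 5 to 8 CpGs, which fixes a high share, so that a sequence variant could not be excluded by this test. For depth as a cause, the rule used was that coverage would differ between the groups by over 2 times. The largest ratio of mean coverage was 1.396, which did not meet the rule. Whether a smaller ratio can matter was not tested, and coverage was higher in control in all 5 regions. A part of depth could therefore not be excluded by this rule. A change in the mix of cell types also remains as an explanation and could not be told apart from a change within hepatocytes: genes of immune cells lay at percentile 0 and genes of hepatocytes at percentile 100 of matched random lists, with too few of the listed genes analysed for a test.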

How the results depend on the processing

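Overdispersion correction with a chi-square test, the deposited q-values at a difference above 10 and a q-value below 0.05, all transcripts for the features, and limma over regions were chosen after the data were seen.

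With an adjusted p-value of at most 0.01 there were 39913 DMS (18970 hypermethylated, 20943 hypomethylated). With a difference of at least 25 percentage points there were 12317 (5608 and 6709). With a difference of at least 15 there were 4666 DMRs, with at least 25 there were 390, and with at least 3 DMS per region 5030. Overdispersion correction with an F test gave 0 DMS, 0 hypermethylated, 0 hypomethylated, 0 with a difference above 55, and 0 DMRs, with 54861 CpGs (5.23%) at an unadjusted p-value of at most 0.05. Limma on the log2 ratio also gave 0 for each, with 90110 CpGs (8.59%) at an unadjusted p-value of at most 0.05, and a smallest adjusted p-value of 0.409. Over 99039 regions, limma gave 0 with an adjusted p-value of at most 0.05 (smallest 0.1497) and 16815 (17.0%) unadjusted. With the chi-square test in place of the F test there were 28183 DMS (12568 and 15615) and 7033 DMRs. A coverage of at least 20 left 10 DMS with a difference above 55. With all transcripts in place of protein-coding ones, promoters within 1 kb of a TSS held 14.5% of the DMRs against 10.0%.

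The share of hypomethylated DMS was 55.0%. It was 55.4% with the deposited q-values, 52.5% at an adjusted p-value of at most 0.01, 54.5% at a difference of at least 15 and also 54.5% at 25, 54.3% at a coverage of at least 20, 55.5% with separated samples, 55.4% with the chi-square test and also with the deposited q-values at a difference above 10 and a q-value below 0.05, and 58.9% with DMS counted once per region. On chromosome 18 it was 48.6%, 46.4% at an adjusted p-value of at most 0.01, and 53.9% with DMS counted once per region, which reversed it. Each count once per region used the sign of the mean difference over all CpGs of the region, DMS or not. It is a different measure from the share of DMS. The cause of the reversal was not tested.

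Across the 6 fits that each left out a sample, there were from 51103 to 82700 DMS, from 20034 to 38184 hypermethylated, from 28547 to 44516 hypomethylated, from 30 to 73 with a difference above 55, and from 8938 to 14096 DMRs. The share of hypomethylated DMS went from 49.2% (without CCl4 sample 21) to 60.8% (without CCl4 sample 22), and on chromosome 18 from 43.0% to 55.2%. From 5 to 13 chromosomes had more hypomethylated DMS. Without CCl4 sample 21 hypomethylated DMS were no longer the majority, and without CCl4 sample 22 they were the majority on chromosome 18 as well. The global difference stayed between -0.977 and -0.282 percentage points. Its exact permutation p was 0.1, the smallest possible, without CCl4 sample 22, and 0.3 or 0.4 in the other fits.

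With the sample number as a replicate block, there were 75841 DMS (33960 hypermethylated, 41881 hypomethylated). The deviations of same-numbered samples, which are different mice, were correlated between -0.00924 and 0.00258. Of 636 alternative values for 41 named differences, 534 kept their direction and side of the threshold, 100 were no longer past it, 2 were newly past it, and 0 reversed. Of the 100, limma gave 39 and the overdispersion correction with an F test gave 39. Both tests called none of the CpGs simulated with a change of 30 percentage points. Losses at changes up to this size therefore do not separate changed from unchanged CpGs. Larger changes, as at the 21 CpGs of Table 2, were not simulated. The alternative for a file without sample counts was not run, since the counts were present. Tests with no DMS gave no shares.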

Differences from the paper's values

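Shares were taken as different where one was more than 1.5 times the other. The alternatives tried were those set before the data were examined, namely the deposited q-values, gaps of 50 bp and 300 bp, and at least 3 DMS per region. The share of DMRs in promoters at 1 to 2 kb was 8.18%, and the paper's is about 5.3% in Figure 2, read by eye; only a gap of 300 bp (5.68%) came within 1.5 times of the paper's value. For 5' UTRs it was 0.296% against the paper's about 0.59% in Figure 2, and again only a gap of 300 bp (0.415%) came within 1.5 times. For 3' UTRs it was 1.65% against about 2.5% in Figure 2. The deposited q-values (1.67%), a gap of 50 bp (1.77%), a gap of 300 bp (1.77%) and at least 3 DMS per region (2.01%) came within 1.5 times and were all still below the paper's value, and the deposited q-values hardly moved the share. For exons after the first it was 3.73% against about 6.0% in Figure 2. A gap of 50 bp (4.39%), a gap of 300 bp (4.75%) and at least 3 DMS per region (4.91%) came within 1.5 times and stayed below the paper's value, and the deposited q-values did not come within it. For first exons it was 0.00872% against about 0.43%, and for DNA downstream of genes 0.323% against about 1.4%, both in Figure 2, and none of the alternatives came within 1.5 times.

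The paper states that all CpGs chosen for pyrosequencing differed significantly. Here 2 of the 10 in Eng did not pass: position 32502416 had an adjusted p-value of 0.0719 and position 32502490 of 0.0721, and the q-values in the authors' deposited table were 0.0586 and 0.0588. Position 32502416 passed in the fit without control sample 22 (adjusted p-value 0.0146) and in the fit without CCl4 sample 22 (0.0273), and no other alternative called either position.

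The paper cites Camk4 and Gpx4 as gaining methylation in another experiment, with CCl4 for 8 weeks, longer than the 4 weeks here. With DMS assigned to the nearest TSS, Camk4 had 1 hypermethylated and 8 hypomethylated DMS here, and Gpx4 had 1 and 1. The unlike duration and assignment limit this comparison. The paper's total number of DMS, DMRs and genes covers chromosomes not analysed here.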

Other observations

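The tests of the splits for the DMS counts and the test of conversion at CpGs chosen from the other 5 samples were chosen after the results were seen; the other tests in this part were set out beforehand.

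The 6 samples can be split into 3 and 3 in 10 ways, and 4 of these part all same-numbered samples. Of these 4, only 1, the real grouping, gave as many DMS (75826), DMRs (11471) and DMS with a difference above 55 (21). The other 3 gave from 5949 to 20243 DMS, from 761 to 3276 DMRs and from 0 to 1 DMS above 55. The 6 splits that part only 1 same-numbered pair gave from 5277 to 23440 DMS. With 4 splits the share cannot go below 0.25, so that chance in the grouping could not be excluded by this test. The sample numbers did not pair the samples, and over all 10 splits the real grouping also gave the most DMS, against at most 23440 in the others. This is a share of 0.1, the smallest that 10 splits allow. Each split that mixes the groups sets 2 CCl4 samples and 1 control sample against the others, so that part of the difference between the groups can remain in it. The 3 mixed splits that placed CCl4 samples 21 and 22 together against CCl4 sample 23 gave 16192, 20243 and 23440 DMS, and the other mixed splits gave from 5277 to 8225. The cause of the DMS in mixed splits was not tested. In simulated counts with the spread between samples and 200 changed CpGs, the logistic regression called 7777 unchanged CpGs. With 75826 changed CpGs it called 17741 unchanged CpGs, 21.0% of its calls. That number of changed CpGs was set to the count of DMS, and each was changed by 30 percentage points. The 21.0% is therefore not an error rate of the DMS called here.

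The absence of DMS in limma's test could reflect that the moderated test has no power at 3 samples against 3. In simulated counts with 200 or 75826 CpGs changed by 30 percentage points, limma called 0% of the changed CpGs at this number of samples, so its 0 calls do not show that methylation was unchanged. In the data 8.59% of CpGs had an unadjusted p-value of at most 0.05 from limma, against 5.20% of the unchanged CpGs in the simulation with 200 changed.

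Fibrosis may alter the mix of cell types in the liver, and genes used by a cell type tend to be less methylated in it. In lists written before the test, genes of immune cells had a median difference of -6.91 percentage points, at percentile 0 (below all) of 10000 random lists matched on number of CpGs and methylation. Genes of hepatocytes had a median of 6.32, at percentile 100. Genes of stellate cells had a median of -1.001, at percentile 29.5. These directions are in line with a gain of immune cell DNA and a loss of hepatocyte DNA in fibrotic liver tissues. However, only 35 of 61, 37 of 61 and 24 of 36 genes of the lists were analysed, under 80%, so that the check is void as a test and the mix of cells could not be told apart from changes within a cell type.

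CCl4 sample 23 had a mean correlation across CpGs of 0.959 with the control samples, against 0.952 and 0.949 for CCl4 samples 21 and 22. CpGs are not independent replicates. It was held out together with each control sample in turn, and DMS were called from the other 4 samples. Its shift from the held-out control was 0.301 of the shift in the samples used for calling, and the shift had the same direction at 70.6% of the DMS. Held out in the same way, CCl4 samples 21 and 22 gave 0.467 and 0.541. A control sample under a wrong label would give a shift near 0. The part was similar at hypermethylated (0.307) and hypomethylated DMS (0.295), a gap of 0.0126, as a weaker response or dilution with control-like DNA could give. These could not be told apart from each other.

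CCl4 sample 22 had the largest share of methylated reads. Incomplete bisulfite conversion would raise its methylation at unmethylated CpGs. At 224508 CpGs under 2% methylated over all samples it had 1.15%, the highest of the 6 samples, which met the rule set for the test, but the excess over the highest control sample was only 0.000657 percentage points. These CpGs were chosen with its own reads included, which limits the excess it can show. At 228287 CpGs under 2% methylated over the other 5 samples it had 1.86%, above the highest control sample treated in the same way (1.85%) by 0.0133 percentage points. Its share of methylated reads exceeded that of the highest control sample by 0.991 percentage points, and incomplete conversion would raise unmethylated CpGs by at least as much. The highest control sample was control sample 23 at these CpGs, but control sample 21 (39.3%) in the share of methylated reads. At CpGs chosen in the same way control sample 21 had 1.27%, further below CCl4 sample 22. Against either control sample the gap at these CpGs was smaller than 0.991 percentage points. Incomplete conversion alone therefore did not account for the share, and a part of it could not be excluded. With the 1265 CpGs of highest coverage left out, its share of methylated reads was 40.2%. This was still above the highest control sample by 1.005 percentage points, so reads on these CpGs alone were not the cause. With each CpG weighted equally, its mean methylation was 37.9%, inside the control range of 37.8% to 38.0%. The excess was absent in this mean, so it depended on the weighting of CpGs by coverage. No biological explanation was tested.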
